A study of Mus musculus with 2 samples. Its data were reported in "Cancer Growth and Invasion Are Increased in the Tight Skin (TSK) Mouse" (2025).

How the data were processed

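Subcutaneous tumors from WT and TSK mice were pooled per genotype, dissociated with enzymes, depleted of erythrocytes and dead cells, and loaded on a droplet platform for 3′ single-cell RNA sequencing, with Next GEM v3 chemistry per the labels. Per the labels, the mice were female and the cancer cells were the B16-M10 line, whereas the study's text describes the melanoma experiment in male mice with B16F10 cells. The study's supplement uses both names of the line for its single-cell melanoma data. The series' design text also gives a lower number of injected cells than the study's text. Which description applies to these libraries was not resolved. Groups were taken from the genotype label, with 1 library for WT and 1 for TSK. The labels give no number of mice per pool.

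The submitters' processing notes name Cell Ranger version 9.0.1 and the mm10 genome, without stating their roles. The annotation release behind these lists is not given in the sources used here, and the Ensembl release that the study names is stated for its bulk RNA sequencing. For each library, the deposited files that were read hold text and no measurements. The first lists the cell barcodes of a matrix that its file name calls filtered, and the second lists the gene identifier, gene symbol and feature type of each gene. Every barcode had 16 bases and the same suffix, no barcode was repeated within a library, and all features were of 1 type, gene expression. The study's later filters on genes, UMIs and mitochondrial share per cell need the UMI counts and were not applied, so the barcodes counted here are those before that filtering. Doublets were not treated, for the same reason. UMI counts were not analysed here, and with them the planned clustering, cell type proportions, T and NK cell subsets and expression per cell type.

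Barcodes were counted per library with Python 3.11.15, and exact Poisson and Clopper-Pearson intervals at the 95% level were computed with SciPy 1.17.1. Both libraries were compared by barcode identity. Each barcode consisted of a first segment of 7 bases, a middle of 2 bases and a last segment of 7 bases. There were 4 middles, and each first segment occurred with 1 of them. From the 3826 first and 3824 last segments seen, a list of 3657659 possible barcodes was built by joining all first and last segments that share a middle. This assumes that all such combinations can occur. The list was not compared with the manufacturer's list for the labelled chemistry, so whether the barcodes belong to that chemistry was not checked. The number shared by chance was the product of both library sizes divided by the size of this list. The procedure was tested on simulated libraries with a known list and recovered 99.1% of its size. The simulated list held all such combinations and was drawn from evenly, so this result does not test the assumption. Barcodes at a distance of 1 or 2 bases were counted within and between libraries.

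Gene identifiers were matched without version suffix to GENCODE mouse release M21, an annotation of GRCm38 (mm10), with the genes on its scaffolds included. Of 33696 identifiers, 32012 (95.0%) matched. Because 1684 did not, the annotation used by the authors is a different one, and no coordinates are printed. The 25 lists of genes, 9 gene groups and 16 sets of cell type markers, were fixed before the data were examined, as were the rule that only genes of these lists would be named if no counts were analysed and the alternatives described in the closing section. The alternative that was added later is named there. Lists were matched by exact symbol, and 12 genes belonged to more than 1 list. No test between genotypes was made.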

Results

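To compare the cell populations of syngeneic melanoma grown in tight skin (TSK) and wild-type (WT) mice, subcutaneous tumors were dissociated and profiled by droplet-based single-cell RNA sequencing. The TSK mouse carries a duplication within Fbn1, the gene of the microfibril protein fibrillin-1, and has been used as a model of systemic sclerosis. The labels named the injected cancer cells as the B16-M10 melanoma line, a pigment cell tumor line that grows in C57BL/6 mice. Tumors were pooled, and the suspensions were depleted of erythrocytes and dead cells but not otherwise sorted by cell type before loading. The data consisted of 2 libraries, 1 from WT tumors and 1 from TSK tumors. The files read here were the list of cell barcodes and the list of genes of each library. A cell barcode is the short sequence that marks all transcripts captured in 1 droplet. The counts of unique molecular identifiers (UMIs) per gene and cell were not analysed here, so the depth per cell is unknown and no expression level or cell type proportion is given for either genotype.

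The first comparison asked how many cells were recovered from tumors of each genotype. The WT library held 10463 cell barcodes (exact Poisson 95% interval 10264 to 10665) and the TSK library held 11306 (11099 to 11516). The TSK library therefore had 843 more barcodes, a TSK to WT ratio of 1.08 (exact 95% interval 1.05 to 1.11). These intervals cover counting error only. With 1 library per genotype there was no replicate, and a difference between genotypes could not be tested. The number of barcodes also depends on how many cells were loaded and on how barcodes were called, and it is not a measure of tumor size or cellularity.

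The second comparison asked whether the 2 lists behaved as separate libraries. Of all barcodes, 31 were present in both lists, which was 0.296% of the WT barcodes and 0.274% of the TSK barcodes. A draw of both libraries from one list of barcodes, built from the barcode segments seen in these data, gave 32.3 shared barcodes by chance, with a 95% Poisson range of 22 to 44. The observed number lay within that range. The manufacturer's barcode list of the labelled chemistry was not used here, and a list of another size would give another chance number. No barcode differed by 1 base from another barcode, either within a library or between the libraries. Because this held between the libraries as well, it may reflect the barcode list itself. It does not bear on whether the libraries were separate.

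The gene lists of both libraries were then read for the genes open to measurement. Both libraries carried the identical list of 33696 genes. Such a list comes from the annotation used for counting and not from the tumors, so it could not show a difference between genotypes. Being listed means that reads of a gene could be counted under its entry, and it does not show that the gene was expressed in any cell. Fbn1 (ENSMUSG00000027204) was listed as 1 feature, so transcripts of the normal and the duplicated allele fall under the same entry. All 17 genes of the microfibril and elastic fiber group were listed, among them Mfap5 (ENSMUSG00000030116), which encodes a microfibril-associated protein, and Eln, which encodes elastin. All 11 collagen genes were listed, including Col1a1, Col3a1 and Col8a1 (ENSMUSG00000068196). The list titled collagen crosslinking held 9 genes, such as the lysyl oxidase Lox. Its members P4ha1 and P4ha2 are prolyl hydroxylases and not crosslinking enzymes. These 9 genes and the 10 genes of the TGF-β pathway, such as its ligand Tgfb1, were listed in full. So were the 6 genes that the study named in TSK skin, namely Fbn1, Ccn3 (ENSMUSG00000037362), Mfap5, Ildr2, Fstl1 and Retnla (ENSMUSG00000061100). Retnla was also named by the study in tumor macrophages, these tumors included, although in melanoma its rise did not reach statistical significance. This group was therefore not chosen independently of these samples.

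Markers of 16 cell types or groups of cell types were also covered, a selection that does not include every type a subcutaneous melanoma could hold. The 10 melanoma cell markers included Pmel (ENSMUSG00000025359), a structural protein of the melanosome, and Tyr, the rate-limiting enzyme of melanin synthesis. All 10 fibroblast markers and all 9 markers of myofibroblasts or pericytes were listed, including Dcn, Pdgfra and the smooth muscle actin Acta2 (ENSMUSG00000035783). For myeloid cells, the list held 12 markers of macrophages or monocytes, 7 of neutrophils and 7 of dendritic cells. These included the complement genes C1qa and C1qb, the platelet factor Pf4 (ENSMUSG00000029373) and the chemokine receptor Cxcr2 (ENSMUSG00000026180). For lymphocytes, it held 10 markers of T cells, 7 of NK cells and 8 of B or plasma cells. Among them were Cd3e (ENSMUSG00000032093), a subunit of the T cell receptor complex, and Ms4a1, which encodes CD20. Lef1 (ENSMUSG00000027985) and Tcf7 (ENSMUSG00000000782), transcription factors of naive and memory-like T cells, were part of a further group of 5 genes that was listed in full. The same held for the groups of cytotoxic genes, exhaustion genes and antigen presentation genes, with 6 members each. Lef1, Tcf7 and Pf4 were also named by the study in its melanoma single-cell data. For Pf4, as for Retnla, the rise in melanoma did not reach statistical significance in the study. The lists that hold Lef1, Tcf7 or Pf4 cannot be taken as independent of these samples, since the study named these genes in them. Markers of cells from surrounding tissue were complete as well, with 7 for endothelial cells, 6 for keratinocytes, 5 for mast cells, 5 for skeletal muscle, 5 for erythrocytes, which the preparation was meant to remove, 4 for adipocytes and 4 for Schwann cells. In total, 178 of 178 genes in the 25 lists were present, each as a single feature. This describes the annotation behind the list and not the tumors.

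By the GENCODE M21 annotation, 21409 of the 32012 matched genes were protein-coding. The 1684 unmatched genes have no type in that annotation and were left out of these counts. Among the matched genes were also 268 immunoglobulin and 226 T cell receptor genes or gene segments, constant regions included. Of these, 218 and 144, respectively, were variable segments. The marker genes Ighm, Igkc and Trac are constant regions of these receptors. The list held 13 mitochondrial genes, whose share of counts is used to remove damaged cells.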

Values the study reported

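The study's single-cell filters kept cells with 200 to 10,000 genes, 500 to 10,000 UMIs and a mitochondrial share of at most 10%. For melanoma, the study injected 11 WT and 10 TSK male mice with B16F10 cells and collected the tumors after 14 days. These mice may not be the source of the libraries described here, whose labels give female mice.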

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

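Some settings had nothing to change and say nothing about stability. Counting barcodes that lie 1 base apart once left 10463 WT and 11306 TSK barcodes and allowing 1 mismatch left 31 shared barcodes, since no such pair existed, and ignoring letter case left 178 list genes, since all had been found. Leaving out the barcodes present in both lists gave 10432 and 11275. Counting each symbol once gave 33670 genes, since 26 symbols stood on more than 1 feature. The number shared by chance rose from 32.3 to 40.8 when only segments seen in both libraries were used, an alternative chosen after seeing the data. Dropping segments can only shorten the list, so the direction of this change was fixed in advance. Allowing a distance of up to 2 bases raised the count of close barcode pairs from 0 to 632 within WT, 745 within TSK and 1414 between the libraries. Per 1000000 possible pairs these were 11.5, 11.7 and 12.0, respectively. The 5 alternatives intended for cell type proportions and expression need UMI counts and were not run. The depth per cell is unknown, and with 1 library per genotype no spread between replicates can be given.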

Other observations

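The tests of the shared barcodes and of the identifier numbers were chosen after the values were seen, and the test of scaffolds before. The 31 barcodes present in both libraries lay within the range that chance gives, 22 to 44, which is consistent with independent draws from one barcode list. A library deposited under both genotypes would share nearly all of its barcodes and is argued against. A carry-over of a few barcodes between the libraries remains open, and the count does not bear on whole cells passing from one suspension to the other, which would add no shared barcode. The chance range rests on the list built from the segments seen, not on the list of the labelled chemistry.

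All of the 1684 gene identifiers that GENCODE M21 lacks, 100%, have numbers above the highest identifier in that release. This is consistent with a gene list taken from a later annotation. The matching already included the scaffold genes of M21, so these cannot account for any of the 1684. Against the chromosome annotation alone, 1735 identifiers were absent, and adding the scaffolds recovered 51 of them, or 2.94%. Scaffold placement is thus argued against as the main reason for absence from the chromosome annotation. In addition, 2635 matched identifiers carried a symbol other than that of M21, and 248 features had their identifier in place of a symbol. Whether the genome was mm10, as the processing notes name it, was not decided here, since the identifiers were compared with release M21 only. No biological explanation was tested.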
